A study of Mus musculus with 4 samples. Its data were reported in "Loss of CREBBP and KMT2D cooperate to accelerate lymphomagenesis and shape the lymphoma immune microenvironment" (2024).

How the data were processed

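Splenic B220+IgD- cells from 1 mouse per genotype were sorted by the authors and loaded on a droplet platform that counts 3' ends, with 1 library per genotype. The authors counted UMIs with Cell Ranger, and the deposited matrices hold raw UMI counts for 31053 genes per barcode. The file headers give version 3.0.2 of Cell Ranger, which differs in its last digit from the version in the paper. The genome build behind these counts is not stated in the headers. The deposited cell table holds, for GC B cells, counts of UMIs and genes, the percent of mitochondrial UMIs, module scores, subtype names and a pseudotime rank. The authors assigned cell types in Seurat by transfer from earlier data sets and computed each module score as the mean of a gene list minus that of control genes. The cell table matched barcodes of the matrices for all 9804 cells. Its deposited UMI counts equalled the matrix sums in 79.9% of cells and differed by at most 5 in the others.

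Subtypes were those of the deposited annotation. It covers GC B cells only, so the share of GC cells among all barcodes was taken from clusters made here. Barcodes with less than 8% mitochondrial UMIs were log-normalised in scanpy 1.11.5 and reduced to principal components without immunoglobulin and mitochondrial genes. They were clustered with the Leiden method in igraph 0.11.9. Versions of the other tools were numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0. Markers of each class were fixed before the data were examined. A marker counted in a cluster where its CPM reached 1/4 of its highest value in any cluster. A cluster was named when at least 3 markers and at least 50% of those of its class counted, and those of no other class did to that extent. It stayed unnamed where its leading genes held more markers of another class, where it was shallow without leading markers of its class, or where most cells were called doublets. The level of 1/4 was set after the clusters were seen. Earlier forms of the rule had left GC clusters unnamed or had named natural killer-like and dendritic-like clusters T-like, and the changes were not based on genotype differences. Unnamed clusters held 25.3% in WT, 28.1% in C, 18.6% in K and 19.2% in CK of these barcodes. Doublets were not removed in the main values. Scrublet, run per library, called 4.61% in WT, 6.37% in C, 3.80% in K and 5.55% in CK of barcodes.

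The annotation ends below 2500 genes and 8% mitochondrial UMIs, and 2 of its cells reach 2500 genes in the matrices. The study does not state these limits. Cells at or above 2500 genes received the most frequent label among their 25 nearest cells below the limit, unannotated cells included. When annotated cells were labelled from the others in this way, 84.3% received their own label. The share was 87.8% for centroblasts (CB), 64.9% for early CB, 85.6% for centrocytes (CC), 48.1% for prememory cells and 4.88% for recycling cells.

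The deposited pseudotime score is a rank that the authors made for each mutant library together with WT, and the WT ranks given are those of the pair with C. The number of WT cells before a mutant cell was therefore taken as its rank minus its rank within its own library. This replaced the deciles of a pooled pseudotime that had been planned.

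Counts were summed per library and subtype and scaled to a common total as CPM. Genes with at least 20 UMIs over both libraries entered list medians, and a gene at 0 in 1 library was set at 3 counts there. Intervals were exact Poisson for sums, exact Clopper-Pearson for shares, exact conditional binomial for ratios of counts, and from 1000 Poisson draws for list medians. Intervals of differences of shares, and of folds of the CB to CC ratio, run between the outer bounds of both 95% intervals. They are thus wider than 95% intervals, and including 0 or a fold of 1 does not show an absence of difference. Gene folds and their intervals were tested on simulated counts for CK over WT with 200 changed genes, under Poisson noise only. Changes were a log2 ratio of 1 in either direction, in genes expected at 200 or more UMIs over both libraries. Smaller changes, or changes in genes with fewer UMIs, were not simulated. The sign was recovered for 100% of the changed genes in CB, over 8764 genes, and in CC, over 8427 genes. Intervals on the CPM scale covered the simulated change for 97.5% of the changed genes in CB and 86.0% in CC. With median-ratio scaling they covered 98.0% and 96.0%.

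Named genes were 17 fixed in advance, plus the 5 highest and 5 lowest log2 ratios of CK over WT in CB and in CC. The latter were taken among genes with at least 100 CPM in one of these libraries and 50 UMIs over both, with C and K on the same side of WT, without immunoglobulin variable and mitochondrial genes. Gene lists covered dark zone, light zone, G2M, prememory, MHC class II and immediate early genes. Coordinates were taken by Ensembl identifier from the GENCODE vM21 annotation of GRCm38.

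Library totals ran from 33270825 to 39803865 UMIs. Alternatives covered filters on cells, doublets, denominators, subtype definitions, thinning of each cell to 2000 UMIs, scaling, genes in the total and reference cells. Those on the gene limit, on equal T-like medians, on T-like cells as reference and on sums relative to the median of all genes were chosen after seeing the data. The thinning left out 161 of 936 CC in CK and 12 of 382 in WT. Velocity counts and the remaining module scores of the cell table were not used here.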

Results

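Splenic B220+IgD- cells were profiled by droplet-based single-cell RNA sequencing at day 10 after immunization with sheep red blood cells, which induces germinal centers (GC). All mice carried the Cγ1-cre allele. They had no floxed allele (WT), or heterozygous loss of Crebbp (C), of Kmt2d (K) or of both genes (CK). Each genotype was represented by 1 mouse and 1 library, so no difference given here has a replicate check and no test between genotypes was run. Intervals are 95% intervals unless stated. Those of differences of shares and of folds of the CB to CC ratio join outer bounds and are wider. All cover counting error only.

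The libraries held 8071, 9981, 8105 and 12852 barcodes in the order WT, C, K and CK, with 34259440, 33270825, 35706099 and 39803865 UMIs (unique molecular identifiers, each counting 1 captured transcript). Median UMIs per barcode were 2948 in WT, 2292 in C, 3201 in K and 2202.5 in CK. The deposited annotation named 9804 GC B cells, of which 1227 were from WT, 2041 from C, 2583 from K and 3953 from CK. No annotated cell was listed with 2500 or more genes or with 8% or more mitochondrial UMIs. Barcodes below both limits numbered 4756 in WT, 7597 in C, 5984 in K and 9840 in CK. Among cells placed in GC B-like clusters here, those with 2500 or more genes in the matrices made up 43.1% (40.8 to 45.4%) in WT, 25.4% (23.6 to 27.2%) in C, 23.8% (22.4 to 25.3%) in K and 14.0% (13.0 to 15.1%) in CK. Doublets called by Scrublet were kept in all values unless stated, and made up 2.04% in WT, 6.08% in C, 1.78% in K and 2.66% in CK of annotated cells.

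The targeted genes were examined first. Crebbp (ENSMUSG00000022521) lies on the minus strand of chromosome 16 from 4081328 to 4213997 in GRCm38. Its level in annotated GC B cells, in counts scaled to a common total (CPM) with exact Poisson intervals, was 68.4 CPM (62.0 to 75.3) in WT, 43.0 CPM (38.7 to 47.6) in C, 38.6 CPM (35.3 to 42.2) in K and 38.0 CPM (34.9 to 41.2) in CK. In T-like cells of the same libraries, Crebbp was at 78.5 CPM (71.3 to 86.2) in WT, 74.96 CPM (67.8 to 82.7) in C, 48.1 CPM (42.4 to 54.3) in K and 62.1 CPM (56.5 to 68.1) in CK. Among values for annotated GC B cells as a whole, the targeted gene value that moved most was Crebbp of K over WT. Its log2 ratio went from -0.83 to -0.085 in the fold relative to non-GC B-like cells. Kmt2d (ENSMUSG00000048154) lies on the minus strand of chromosome 15 from 98831669 to 98871204. Its level in annotated GC B cells was 18.5 CPM (15.2 to 22.2) in WT, 21.3 CPM (18.3 to 24.6) in C, 9.85 CPM (8.20 to 11.7) in K and 15.1 CPM (13.2 to 17.1) in CK. In T-like cells it was 25.3 CPM (21.3 to 29.8) in WT, 30.6 CPM (26.1 to 35.7) in C, 16.5 CPM (13.2 to 20.3) in K and 26.4 CPM (22.8 to 30.4) in CK. The libraries count 3' ends, which can lie outside the deleted exons, so these levels do not check the genotypes.

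Whether the genotypes differed in GC size was addressed with the share of barcodes in GC B-like clusters, among those with less than 8% mitochondrial UMIs. It was 31.9% (30.7 to 33.1%) in WT, 27.1% (26.2 to 28.1%) in C, 47.0% (45.8 to 48.2%) in K and 41.0% (40.1 to 41.9%) in CK. These shares depend on the B220+IgD- sort and on its purity. The alternative that moved them most counted the deposited annotation over all barcodes, and it turned the C minus WT difference from -4.75 to 5.25 percentage points. T-like clusters made up 26.2% (25.1 to 27.4%) in WT, 23.0% (22.1 to 23.9%) in C, 24.8% (23.8 to 25.9%) in K and 29.7% (28.8 to 30.5%) in CK. UMIs of at least 2 of the 7 GC markers were present in 31.8% in WT, 28.3% in C, 45.2% in K and 40.4% in CK of all barcodes. The same was true of 6.84% in WT, 2.64% in C, 3.86% in K and 3.45% in CK of T-like cells. Median UMIs of these T-like cells were 3292 in WT, 2409.5 in C, 2783 in K and 1980 in CK, against 4931 in WT, 4053 in C, 4759 in K and 3653 in CK in annotated GC B cells.

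Whether the genotypes differed in GC B cell subtypes was addressed with the deposited subtype names, as shares of annotated cells. Centroblasts (CB), the proliferating dark zone cells, made up 14.9% (13.0 to 17.0%) in WT, 20.6% (18.9 to 22.4%) in C, 24.97% (23.3 to 26.7%) in K and 25.6% (24.3 to 27.0%) in CK. The CK minus WT difference was 10.7 percentage points (7.24 to 14.1). The alternative that moved it most was the addition of cells with 2500 or more genes, labelled by their nearest cells below the limit within the same library, which gave -0.158 points. Below, cells were added with the nearest cells of all libraries. Of the CB then labelled, 72.0% in WT, 48.5% in C, 43.5% in K and 31.9% in CK were above the limit. With them, CB made up 30.8% in WT, 30.1% in C, 33.6% in K and 32.0% in CK. This left a CK minus WT difference of 1.22 points (-2.13 to 4.54).

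Early CB made up 3.10% in WT, 5.39% in C, 7.36% in K and 8.65% in CK of annotated cells, a CK minus WT difference of 5.55 (3.57 to 7.37) points. It was 2.56 (0.540 to 4.51) points with cells above the gene limit added, 4.19 (2.29 to 6.02) with these labelled within their library, and 3.46 (1.47 to 5.36) after thinning to the same median UMIs of T-like cells. With cells added and Scrublet calls removed it was 2.32 (0.243 to 4.32). In the label check, 68.4% of WT and 66.7% of CK early CB received their own label. WT held 38 annotated early CB and 153 with cells added, so its values there rest largely on added labels. Centrocytes (CC), the light zone cells, made up 31.1% (28.5 to 33.8%) in WT, 25.2% (23.4 to 27.2%) in C, 23.7% (22.0 to 25.3%) in K and 23.7% (22.4 to 25.04%) in CK. With cells above the gene limit added, CC made up 20.6% in WT, 19.7% in C, 18.6% in K and 20.3% in CK. The CK minus WT difference was then -0.337 points (-3.27 to 2.55), in place of -7.45 (-11.4 to -3.51). Cells in transition from CB to CC made up 38.4% in WT, 37.2% in C, 39.8% in K and 37.9% in CK, and recycling cells 0.652% in WT, 0.490% in C, 0.581% in K and 1.24% in CK. Prememory cells made up 11.8% (10.1 to 13.8%) in WT, 11.02% (9.70 to 12.5%) in C, 3.60% (2.92 to 4.39%) in K and 2.91% (2.41 to 3.48%) in CK. With cells above the gene limit added, they made up 7.06% in WT, 8.45% in C, 2.77% in K and 2.56% in CK. Of the 578 prememory cells, 497 lay in clusters named non-GC B-like here and 13 in GC B-like clusters. They made up 14.6% in WT, 10.6% in C, 14.5% in K and 10.7% in CK of the cells of those non-GC B-like clusters.

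**Figure D1:**
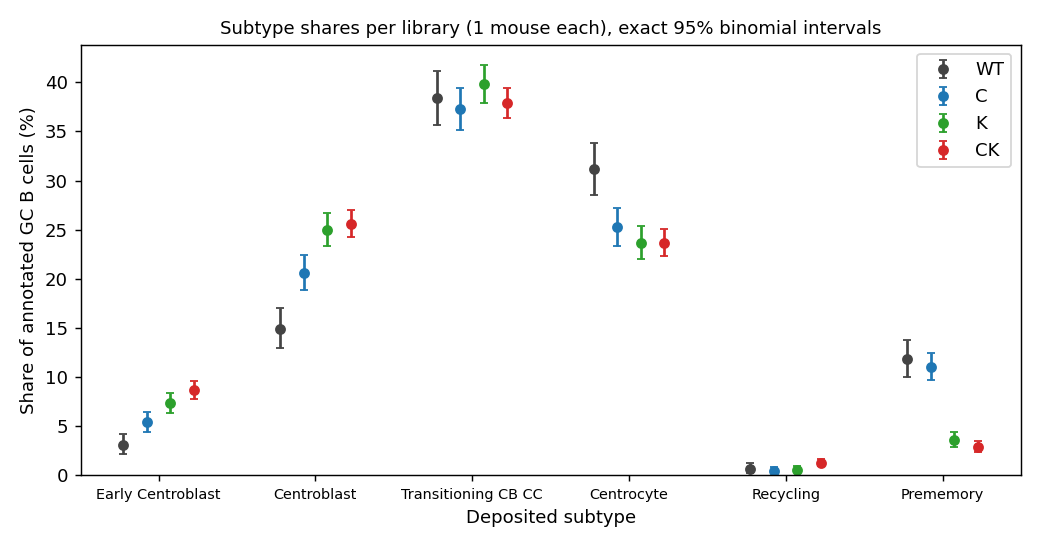
Share of annotated GC B cells (percent, vertical axis) in each deposited subtype (horizontal axis), with 1 point per library and exact 95% binomial intervals as bars. CB go from 14.9% in WT to 25.6% in CK, and prememory cells from 11.8% to 2.91%.

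The balance of both zones was described by the ratio of CB to CC. It was 0.479 (0.399 to 0.573) in WT, 0.817 (0.717 to 0.932) in C, 1.06 (0.944 to 1.18) in K and 1.08 (0.989 to 1.18) in CK. The addition of cells above the gene limit moved it most, to 1.49 (1.32 to 1.69) in WT, 1.53 (1.37 to 1.70) in C, 1.81 (1.64 to 1.999) in K and 1.58 (1.45 to 1.71) in CK. With each library thinned to the same median UMIs of T-like cells before the limit was applied, it was 1.02 in WT, 1.04 in C, 1.44 in K and 1.08 in CK. The fold of this ratio over WT was then 1.02 (0.787 to 1.32) in C, 1.41 (1.11 to 1.79) in K and 1.06 (0.844 to 1.33) in CK. With cells above the gene limit added it was 1.02 (0.809 to 1.29) in C, 1.21 (0.972 to 1.51) in K and 1.06 (0.860 to 1.30) in CK.

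**Figure D2:**
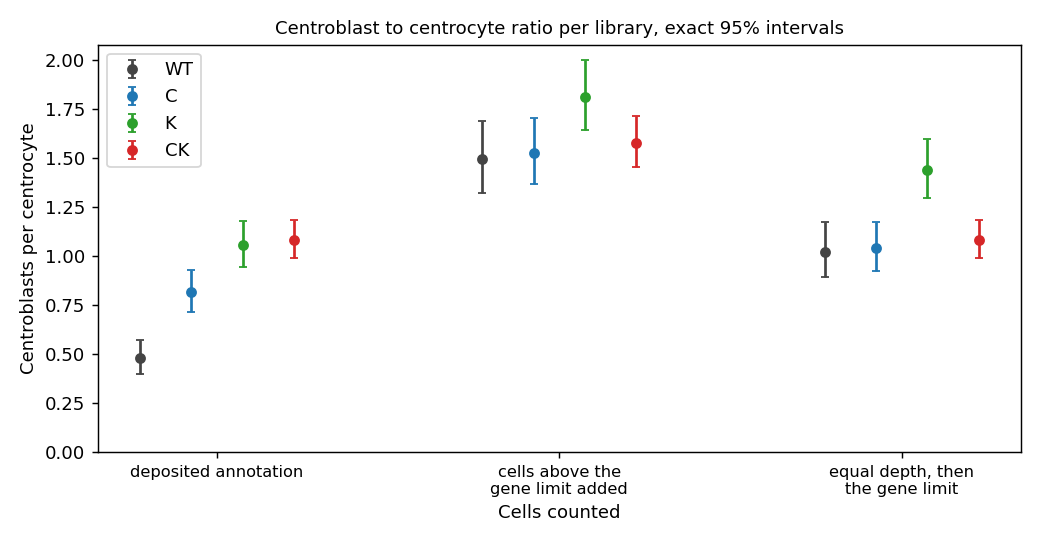
CB per CC (vertical axis) in each library, counted in 3 ways (horizontal axis), with exact 95% intervals as bars. Under the deposited annotation WT sits at 0.479 and CK at 1.08, and with cells above the gene limit added they sit at 1.49 and 1.58.

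Whether cells lay earlier on the path from CB to prememory cells was read from the deposited pseudotime, as the percentage of WT cells that come before each cell. The median position was 46.9 in C, 32.7 in K and 30.8 in CK. The share of cells before the WT median was 52.6% (50.4 to 54.8%) in C, 63.0% (61.1 to 64.9%) in K and 62.4% (60.9 to 63.9%) in CK. Weighting each subtype by its share in WT moved it most, to 46.3% in C, 49.4% in K and 47.0% in CK. Adding cells above the gene limit gave 47.1% in C, 54.0% in K and 52.3% in CK.

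The study scaled bulk data by the UMIs of single cells, so UMIs per cell were compared. Their median in annotated GC B cells, given above, had a ratio over WT of 0.822 in C, 0.965 in K and 0.741 in CK. Adding cells above the gene limit moved it most, taking the log2 ratio of CK from -0.43 to -0.75. In CC the medians were 4741 in WT, 3498 in C, 3811 in K and 2670 in CK. In T-like cells the ratio over WT was 0.732 in C, 0.845 in K and 0.601 in CK.

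Whether zone programs changed within a subtype was addressed with 6 gene lists fixed before the data were examined, as median log2 ratios of CPM over WT. A percentile places a median among 10000 random lists matched on expression, as a description of these libraries. In 3 GC B-like clusters CB was the most frequent annotation. Of these, cluster 5 held 363, 487, 66 and 1008 cells in the order WT, C, K and CK, and cluster 11 held 57, 77, 726 and 94. The median over all genes of K over WT was -0.15 in CB and -0.14 in CC, so list values of K are given relative to it, under alternatives as well. Across 4249 genes, which are not independent replicates, the K over WT ratios in CC and in T-like cells had a Spearman rho of 0.736. Across 7298 genes, the K over WT ratios in T-like cells had a rho of -0.614 with transcript length.

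The MHC class II list in CK was at -0.35 (-0.43 to -0.25) in CB and at -0.17 (-0.22 to -0.12, but 0.028 relative to non-GC B-like cells) in CC. In C the list was at -0.095 (but 0.0086 with each cell thinned to 2000 UMIs) in CB and -0.0088 (but 0.032 relative to non-GC B-like cells) in CC. In K it was at 0.21 in CB and 0.25 in CC. Before the shift these were 0.062 and 0.11, against 0.083 and 0.13 for the matched lists. The G2M list in CK was at 0.21 (0.088 to 0.31, but -0.38 relative to non-GC B-like cells) in CB and 0.48 (0.20 to 0.83) in CC. The value for CB is the list value of CK that moved most, and adding cells above the gene limit took it to -0.0032. As a reference, non-GC B-like cells held 843 cells and 1293596 UMIs in CK, and G2M levels in them are not given here. They may be a poor reference for cell cycle genes, so no conclusion is drawn from it for these. The G2M list of C was at 0.076 in CB and 0.13 (but -0.021 with cells above the gene limit added) in CC. In K it was at 0.45 (but -0.38 with each cell thinned to 2000 UMIs) in CC, the largest move of any list, and at 0.071 in CB, where it was -0.081 before the shift.

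Deposited module scores rest on gene lists of the authors, not on those fixed here. The dark zone list in CK was at -0.22 (-0.30 to -0.026, but 0.0043 for the deposited module score) in CB and -0.15 (-0.25 to 0.012, but 0.0094 for the deposited module score) in CC. It was at -0.083 (but 0.079 relative to T-like cells) and 0.0095 (but -0.057 relative to non-GC B-like cells) in C. For K the same list was at -0.12 (but 0.17 relative to T-like cells) and -0.13 (but 0.023 relative to T-like cells). The light zone list in CK was at -0.11 (-0.41 to 0.20, but 0.12 for the list total) in CB and 0.15 (0.030 to 0.24, but -0.12 with cells above the gene limit added) in CC. In C it was at 0.029 (but -0.072 with cells above the gene limit added) and 0.074 (but -0.028 with cells above the gene limit added), with a mean of -0.098 in CC. For K the values were 0.31 (but -0.15 with cells above the gene limit added) and 0.17, while K minus WT was -0.0078 and -0.0075 in the deposited module score and -0.0096 and -0.032 in the mean per-cell score. The prememory list in CK was at -0.20 (-0.53 to 0.51, but 0.27 relative to non-GC B-like cells) in CB, with a mean of 0.14, and at -0.44 (-0.65 to 0.061, but 0.092 relative to T-like cells) in CC. In C its values were 0.30 and 0.22 (but -0.084 with Scrublet calls removed), and in K -0.50 and -0.47.

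The immediate early list was included as a possible sign of handling, which was not tested. It was at -0.55 in CB of CK, with a mean of -0.19, and at -0.12 with each cell thinned to 2000 UMIs. In CC of CK it was at 0.086 (but -0.15 with each cell thinned to 2000 UMIs), with a mean of -0.15. Its values in C were -0.15 in CB and 0.14 (but -0.043 relative to T-like cells) in CC, with a mean of -0.19 in CC. Values of K were -0.29 in CB and 0.15 (but -0.13 relative to T-like cells) in CC, where the median before the shift was 0.0035 and the mean -0.12.

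In the order MHC class II, G2M, dark zone, light zone, prememory and immediate early, percentiles of CK were 0.0300, 99.4, 4.07, 27.8, 19.6 and 0.870 in CB and 0.740, 99.8, 3.49, 93.8, 0.0800 and 55.8 in CC. With cells above the gene limit added they were 0, 15.5, 19.5, 0.0100, 67.8 and 1.60 in CB and 15.96, 71.6, 11.9, 2.86, 0 and 5.58 in CC. Relative to non-GC B-like cells they were 1.37, 0.0200, 10.4, 42.6, 73.2 and 2.46 in CB and 63.9, 75.8, 3.87, 81.3, 7.37 and 78.7 in CC. In the main values those of C were 8.15, 89.4, 12.6, 67.3, 88.2 and 19.1 in CB and 45.5, 83.2, 34.2, 72.5, 96.7 and 87.8 in CC. For K they were 40.6, 12.7, 7.49, 98.4, 12.3 and 8.27 in CB and 41.2, 99.6, 11.2, 79.8, 1.91 and 73.6 in CC.

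**Figure D3:**
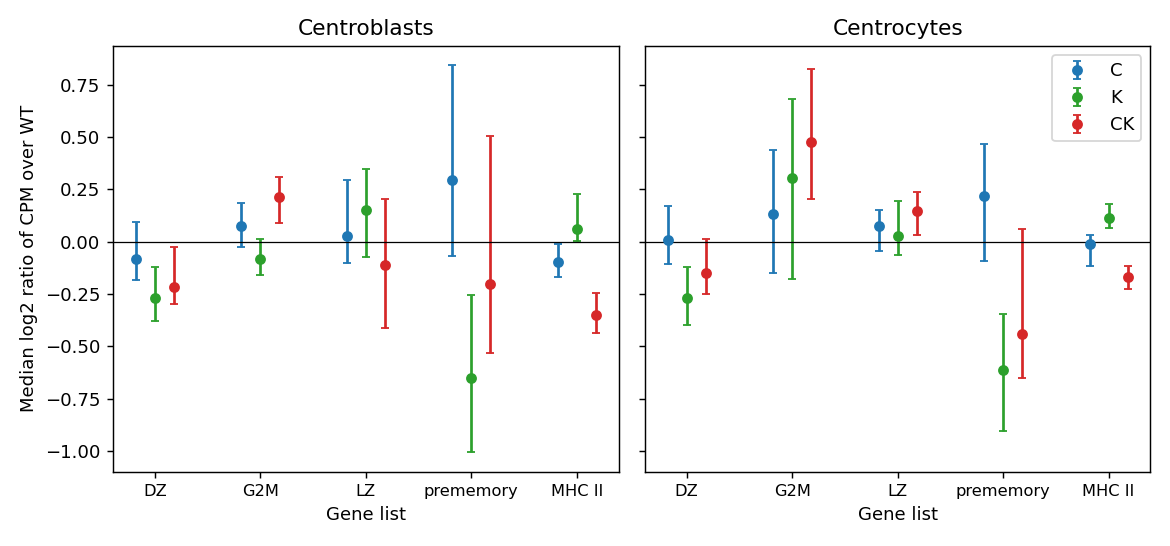
Median log2 ratio of CPM over WT (vertical axis) for each gene list (horizontal axis) in CB (left) and CC (right), with 1 point per mutant library, K not shifted, and 95% intervals from Poisson resampling as bars. The MHC II list of CK lies at -0.35 and -0.17, and relative to non-GC B-like cells the latter is 0.028.

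Among genes fixed in advance, Ciita (ENSMUSG00000022504, chromosome 16 from 10480059 to 10528418) was at 111 CPM in WT and 61.6 CPM in CK in CB, a log2 ratio of -0.85 (-1.18 to -0.52). In CC it was at 216 CPM in WT and 151 CPM in CK, a log2 ratio of -0.52 (-0.72 to -0.32). The log2 ratio of Ciita in non-GC B-like cells was -0.35. H2-Oa (ENSMUSG00000024334, chromosome 17 from 34092340 to 34095234) had a log2 ratio of -0.55 (-0.82 to -0.26) in CB and -0.093 (-0.25 to 0.064) in CC, where it was 0.10 relative to non-GC B-like cells. Cd86 (ENSMUSG00000022901, chromosome 16 from 36603869 to 36666081) was at -0.31 (-0.78 to 0.17) in CB and -0.32 (-0.56 to -0.080) in CC. Cd83 (ENSMUSG00000015396, chromosome 13 from 43784775 to 43803132) was at 0.32 (0.19 to 0.45) in CC and at -0.033 there relative to non-GC B-like cells. Ccr6 (ENSMUSG00000040899, chromosome 17 from 8236043 to 8257141) had 19 UMIs in CC of CK and 29 in CC of WT, a log2 ratio of -1.18 (-2.09 to -0.29). The other fixed genes beside the targeted ones ranged from -0.56 for Cd40 to 0.84 for Ighg1 in CB, and from -0.48 for Cxcr4 to 0.58 for Ighg1 in CC.

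By the size rule, the lowest log2 ratios of CK over WT in CB were those of Gm47283, Gsn, Cd2, Aldh2 and Gimap6, from -2.04 to -0.99, and from -2.40 to -0.55 with cells above the gene limit added. The highest were those of Hist1h2ap, Rad51ap1, Ncaph, Ighg2b and Prc1, from 1.39 to 1.89, and from 0.21 to 0.56 with those cells added. In CC, the lowest were those of Gm47283, Gsn, Tm6sf1, Lta and Pld4, from -2.18 to -0.77 and from -2.32 to -0.61 with those cells added, with Pld4 at 0.42 relative to T-like cells. The highest were those of Stmn1, Cenpx, Lmo4, H2afz and Hmgn3, from 0.65 to 1.22, with Hmgn3 at -0.30 relative to T-like cells. With cells above the gene limit added these ranged from 0.19 to 0.65, Stmn1 at 0.24 and H2afz at 0.19. The alternative that moved a named gene most was the fold relative to T-like cells, which took Gm47283 (ENSMUSG00000096768, chromosome Y from 90784738 to 90816464) to 0.20 in CB and 0.058 in CC. Gsn (ENSMUSG00000026879, chromosome 2 from 35256380 to 35307892) was at -1.45 (-1.76 to -1.14) in CB and -0.84 (-1.06 to -0.62) in CC. Hist1h2ap (ENSMUSG00000094777, chromosome 13 from 21833026 to 21833507), a member of a family of near-identical histone genes and so uncertain, was at 1.89 (1.56 to 2.23) in CB and at 0.56 with cells above the gene limit added.

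Class switching was described by the most abundant heavy chain constant region transcript of annotated GC B cells, leaving out 33, 123, 115 and 242 cells of WT, C, K and CK in which none led. Ighg1 led in 5.11% (3.93 to 6.51%) in WT, 10.2% (8.90 to 11.7%) in C, 11.9% (10.7 to 13.3%) in K and 8.97% (8.07 to 9.94%) in CK. Counting CC alone moved this most, taking the CK minus WT difference from 3.86 to 1.29 percentage points. Ighm led in 83.1% in WT, 66.7% in C, 75.2% in K and 73.8% in CK. In T-like cells with such a transcript, Ighg1 led in 1.93% in WT, 1.99% in C, 5.87% in K and 2.42% in CK, at the median depths given above.

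Whether CK lay beyond the sum of C and K was described on the log2 scale. For the odds of CB, CK was at 0.98 and the sum at 1.49, a difference of -0.52 (-0.84 to -0.19). For the odds of CC the difference was 0.42 (0.14 to 0.71), and for those of prememory cells -0.20 (-0.73 to 0.32). With cells above the gene limit added, these became -0.058 (-0.28 to 0.17) for CB, 0.24 (-0.023 to 0.50) for CC and -0.40 (-0.91 to 0.11) for prememory cells. The share of cells before the WT median pseudotime lay 12.4 points above 50% in CK and 15.6 in the sum, but 2.27 in CK and 1.03 in the sum with those cells added. List differences were taken before the shift used for K, and then relative to the medians of all genes of each mutant. For the MHC class II list the difference was -0.32 (-0.53 to -0.22) in CB and -0.27 (-0.35 to -0.16) in CC. Relative to the medians it was -0.44 (-0.66 to -0.34) and -0.43 (-0.51 to -0.32). On that scale it moved most to -0.24 in CB with cells above the gene limit added, and to -0.12 in CC relative to non-GC B-like cells. For the G2M list in CB it was 0.22 (0.047 to 0.32), but 0.093 (-0.079 to 0.20) relative to the medians. Before the shift, the alternative that moved list differences most turned this value to -0.58 relative to non-GC B-like cells. These may be a poor reference for cell cycle genes. Relative to the medians, the largest move was that of the G2M list in CC, from -0.12 (-0.62 to 0.48) to 0.63 with each cell thinned to 2000 UMIs. For the light zone list in CB it was -0.29 (-0.69 to -0.031), or -0.42 (-0.81 to -0.16) relative to the medians. With cells above the gene limit added it was 0.055, or -0.053 relative to the medians. The other lists compared in this way had intervals that included 0 on both scales.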

Values the study reported

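The study targeted about 8000 cells per sample, with a coverage of around 200 M reads per sample.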

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

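The tests of cells added above the gene limit in centroblasts, of the clusters of prememory cells, of male and female mixing and of free RNA in the Xist-positive cluster were chosen after their result or part of it was seen.

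Cells of GC B-like clusters at or above 2500 genes, which the comparisons of annotated cells leave out, carried signal of their own. As a share of the GC B-like cells of each library they made up 43.1% in WT, 25.4% in C, 23.8% in K and 14.0% in CK. A limit on genes per cell takes more cells from deeper libraries and from cells with more RNA. With these cells added, the CK minus WT difference in centroblast share was 1.22 percentage points in place of 10.7. With Scrublet calls then removed it was 0.965, and with labels taken within each library -0.158. When libraries were first thinned to equal median UMIs of T-like cells and the limit was then applied, it was 1.28 points. All these values lie below the counting interval of the deposited difference, so depth acting through the limit is a candidate explanation for most of the centroblast difference between WT and CK. After the same thinning K minus WT was 5.35 points (1.67 to 8.98), in place of 10.1 (6.28 to 13.7). With the added cells it was 2.85 (-0.750 to 6.43), and with labels taken within each library 1.89 (-1.73 to 5.48). These intervals are outer bounds and wider than 95% intervals, so including 0 does not show an absence of difference. The size of the difference in K thus depended on the alternative, and its cause was not tested. The CK minus WT difference in prememory share was -4.50 points with the added cells and its interval left out 0, so the limit alone does not account for it, although 44.8% of WT and 51.3% of CK prememory cells received their own label in the check. An effect of genotype on RNA content per cell would also act through the limit. Median UMIs of CK over WT were 0.741 in annotated cells, 0.601 in T-like cells and 0.571 in non-GC B-like cells. After the thinning, GC medians with the added cells were 4088 in WT and 4038 in CK. These values show no loss of RNA confined to GC B cells. The study used Cγ1-cre to delete the genes in GC B cells. An effect of genotype shared by all cell classes would thus have to reach cells not meant to carry the deletion, and was not tested.

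The prememory cells were then placed among the clusters. Of 578 annotated prememory cells, 497 (86.0%) lay in non-GC B-like clusters, and 13 in GC B-like clusters. Non-GC B-like clusters held 15.4% in WT, 20.5% in C, 8.14% in K and 9.06% in CK of barcodes with less than 8% mitochondrial UMIs. The CK over WT ratio of the prememory share was 0.246 among annotated cells and 0.732 among cells of non-GC B-like clusters. Prememory cells made up 1.80% of all barcodes in WT and 0.895% in CK, while annotated cells made up 15.2% and 30.8%. Fewer non-GC B-like cells relative to annotated GC B cells may therefore explain much of the lower prememory share in CK. Part of this lies in the larger number of annotated cells. Prememory cells can resemble memory B cells in these markers, so a genotype effect on leaving the GC stays open and untested.

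Transcripts of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, which no comparison of genotypes uses, were found in all 4 libraries, at a summed CPM of 186 in WT, 176 in C, 132 in K and 153 in CK. Xist, which female cells express from the inactive X chromosome, reached at most 0.101 CPM in any library outside the cluster described next. Male cells mixed into female libraries would leave Xist at a level set by the female cells, so this value argues against such a mixture. The study describes the mice as female. Y-linked transcripts in all 4 libraries, with at most 4 Xist UMIs in any of them outside that cluster, argue against cells of female origin. Male origin goes with these values. Why this differs from the description was not tested.

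A cluster of 44 cells came from CK alone and was led by Ccl7, Cxcl1, Mmp3, Ccl2 and Dcn, so it was left unnamed. Xist was at 307 CPM there (141 to 584), from 9 UMIs. No Y-linked UMI was found among the 29274 UMIs of the cluster, which gives an interval of 0 to 126 CPM. RNA from other cells of CK, which held Xist at 0.101 CPM, does not give this level. Cells of another animal are a possible explanation, and no biological explanation was tested.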

How the results depend on the processing

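No paired analysis was possible because each genotype had 1 library. List and gene values below are log2 ratios over WT, and the list values of K here, counts included, are those before the shift by the median of all genes. Over all alternatives, 925 values stayed within the counting interval of the value reported, 193 left it and 43 changed sign where that interval left out 0. Direction was kept by all 18 values of the centroblast to centrocyte ratio, all 15 of UMIs per cell and all 9 of heavy chain shares. It was kept by 346 of 414 values of gene lists, 378 of 412 of named genes, 23 of 24 of targeted genes, 118 of 150 of subtype shares, 14 of 18 of pseudotime, 11 of 12 of GC shares and 67 of 89 of CK against the sum of C and K. Of 72 list values of K for which the median of all genes was taken under the same alternative, 13 changed sign before the shift and 7 relative to that median. The light zone list of K in centrocytes with cells added, for example, was 0.042 relative to it. Under median-ratio scaling or with other genes in the total, the relative value equals the reported value by construction. Those relative values, counted among the 72, could not change sign. For the per-cell score and the deposited module score, which have other units, the direction alone was compared. The deposited score also rests on gene lists of the authors, not on those fixed here. The alternatives on the gene limit, on equal T-like medians, on T-like cells as reference and on sums relative to the median of all genes were chosen after seeing the data. Other scaling, thinning of each cell to 2000 UMIs and other genes in the total were not run for cell shares or pseudotime. Except where a value shows the cause, the cause was not tested. Not every value of each alternative is listed below.

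With the deposited annotation counted over all barcodes, the GC share minus WT, in percentage points, was 5.25 in C and 15.6 in CK.

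Adding cells with 2500 or more genes moved the most values, and then the centroblast share minus WT, in percentage points, was -0.725 in C, 2.85 in K and 1.22 in CK and the centrocyte share minus WT, in percentage points, was -0.920 in C, -2.04 in K and -0.337 in CK. The prememory share minus WT, in percentage points, was -4.29 in K and -4.50 in CK and the log2 CB to CC ratio over WT was 0.032 in C, 0.28 in K and 0.080 in CK. The percentage of cells before the WT median pseudotime was 47.1 in C, 54.0 in K and 52.3 in CK and the log2 ratio of UMIs per cell over WT was -0.47 in C, -0.29 in K and -0.75 in CK. The MHC II list in centroblasts was -0.26 in C and the DZ list in centroblasts was -0.074 in K and -0.021 in CK. The G2M list in centroblasts was 0.11 in K and -0.0032 in CK and the LZ list in centroblasts was -0.25 in K. The LZ list in centrocytes was -0.11 in K and -0.12 in CK and the MHC II list in centrocytes was 0.20 in K and -0.068 in CK. The G2M list in centrocytes was 0.074 in CK and Mki67 in centroblasts was -0.30 in CK. CK minus the sum of C and K for the centroblast odds was -0.058 and CK minus the sum of C and K for the G2M list in centroblasts was -0.14. CK minus the sum of C and K for the LZ list in centroblasts was 0.055.

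After Scrublet calls were also removed, the centroblast share minus WT, in percentage points, was -0.558 in C, 2.85 in K and 0.965 in CK and the centrocyte share minus WT, in percentage points, was -1.23 in C, -1.55 in K and 0.531 in CK. The prememory share minus WT, in percentage points, was -4.47 in K and -4.69 in CK.

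When added cells were labelled within their own library, the centroblast share minus WT, in percentage points, was -1.40 in C, 1.89 in K and -0.158 in CK and the centrocyte share minus WT, in percentage points, was -0.550 in C, -1.49 in K and 0.279 in CK. The prememory share minus WT, in percentage points, was -4.29 in K and -4.54 in CK.

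For libraries thinned to equal median UMIs of T-like cells before the gene limit, the centroblast share minus WT, in percentage points, was -0.288 in C, 5.35 in K and 1.28 in CK and the centrocyte share minus WT, in percentage points, was -0.695 in C, -3.15 in K and -0.107 in CK. The prememory share minus WT, in percentage points, was -5.28 in K and -5.47 in CK and the log2 CB to CC ratio over WT was 0.026 in C, 0.49 in K and 0.081 in CK.

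With subtypes rebuilt from clusters made here, the centroblast share minus WT, in percentage points, was 1.24 in C, 2.87 in K and 0.954 in CK. The centrocyte share minus WT, in percentage points, was 0.262 in C, -7.30 (-10.8 to -3.81) in K and -3.17 in CK.

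Annotated cells made up 15.2% in WT, 20.4% in C, 31.9% in K and 30.8% in CK of all barcodes. Shares over all barcodes are smaller by construction and also carry this difference. On this scale the centrocyte share minus WT, in percentage points, was 0.427 in C, 2.81 in K and 2.55 in CK. The centroblast share minus WT, in percentage points, was 5.69 in K and 5.61 in CK. The prememory share minus WT, in percentage points, was -0.649 in K and -0.902 in CK.

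Once subtypes were weighted by their share in WT, the percentage of cells before the WT median pseudotime was 46.3 in C, 49.4 in K and 47.0 in CK and the log2 ratio of UMIs per cell over WT was -0.16 in K and -0.57 in CK.

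Without prememory cells, the percentage of cells before the WT median pseudotime was 60.7 in K and 60.4 in CK.

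For the mean in place of the median, the log2 ratio of UMIs per cell over WT was -0.21 in C and -0.34 in CK.

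In centrocytes alone, the Ighg1 share minus WT, in percentage points, was 1.29 in CK.

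Relative to T-like cells, the G2M list in centroblasts was 0.19 in C, 0.32 in K and -0.11 in CK and the MHC II list in centroblasts was -0.21 in C and -0.15 in CK. The DZ list in centroblasts was 0.20 in K and the DZ list in centrocytes was 0.063 in K. The prememory list in centrocytes was -0.19 in K and 0.092 in CK and the G2M list in centrocytes was 0.055 in CK. The MHC II list in centrocytes was -0.0013 in CK and Mki67 in centroblasts was -0.037 in CK. Gm47283 in centroblasts was 0.20 in CK and Ighm in centrocytes was 0.051 in CK. Gm47283 in centrocytes was 0.058 in CK and Pld4 in centrocytes was 0.42 in CK. Hmgn3 in centrocytes was -0.30 in CK. The levels of Pld4, Ighm and the MHC II genes in T-like cells were not compared with those in B cells. Cd79a and Cd79b in T-like cells reached at most 3.67% of the non-GC B-like level. T-like cells may therefore be a poor reference for genes of B cells, and no conclusion is drawn for these.

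For the log2 ratio of the list total, the G2M list in centroblasts was 0.19 in C and the MHC II list in centroblasts was -0.20 in CK. The MHC II list in centrocytes was 0.065 in C, 0.037 in K and -0.021 in CK and the prememory list in centrocytes was 0.067 in CK.

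Among cells thinned to 2000 UMIs each, the MHC II list in centroblasts was 0.0086 in C and the G2M list in centrocytes was -0.50 in K.

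Under median-ratio size factors, the DZ list in centroblasts was -0.089 in K and the G2M list in centroblasts was 0.099 in K. The MHC II list in centroblasts was 0.24 in K and the DZ list in centrocytes was -0.11 in K. The MHC II list in centrocytes was 0.27 in K. This scaling moved the median of all genes of K over WT from -0.15 to 0.028 in centroblasts and from -0.14 to 0.013 in centrocytes, so these changes in K are a shift common to all genes.

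Relative to non-GC B-like cells, the DZ list in centroblasts was -0.018 in K and the G2M list in centroblasts was 0.028 in K and -0.38 in CK. The MHC II list in centrocytes was 0.032 in C and 0.028 in CK and the DZ list in centrocytes was -0.10 in K. The LZ list in centrocytes was 0.24 in K and the prememory list in centrocytes was -0.15 in K. The G2M list in centrocytes was 0.13 in CK and Mki67 in centroblasts was -0.58 in CK. Gm47283 in centroblasts was 0.16 in CK and Cd83 in centrocytes was -0.033 in CK. Cd74 in centrocytes was -0.14 in CK and Ighm in centrocytes was 0.030 in CK. Gm47283 in centrocytes was 0.022 in CK and Crebbp in annotated GC B cells was -0.085 in K and -0.47 in CK. Kmt2d in annotated GC B cells was -0.22 in C and -0.40 in K and CK minus the sum of C and K for the G2M list in centroblasts was -0.58. Levels of G2M genes in non-GC B-like cells are not given here. These cells may be a poor reference for cell cycle genes, Mki67 included, and no conclusion is drawn for these.

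In the deposited module scores, which rest on gene lists of the authors, the G2M score minus WT in centroblasts was 0.0027 in K. The LZ score in centroblasts was -0.0078 in K. The DZ score in centroblasts was 0.0043 in CK. The LZ score in centrocytes was -0.0039 in C, -0.0075 in K and -0.0050 in CK. The DZ score in centrocytes was 0.0094 in CK.

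By the mean per-cell log-normalised score, the LZ list in centroblasts was -0.0096 in K and the DZ list in centrocytes was -0.051 in C. The G2M list in centrocytes was -0.0080 in C and -0.011 in K and the LZ list in centrocytes was -0.016 in C, -0.032 in K and -0.054 in CK. The prememory list in centrocytes was -0.013 in C.

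Depth limits values that rest on few UMIs, such as Kmt2d with 112 in annotated WT cells and Ccr6 with 29 in WT centrocytes.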

Other observations

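The tests of shared gene folds and of transcript length were chosen after part of their results was seen.

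Gene folds of K over WT were shared by cell types. Across 4249 genes, which are not independent replicates, the log2 ratios of K over WT in centrocytes and in T-like cells had a Spearman rho of 0.736. The value was 0.310 for C and 0.337 for CK, and simulated libraries without a difference gave -0.0020 for K. Across 7298 genes, the K over WT ratio in T-like cells had a rho of -0.614 with the length of the longest spliced transcript, against -0.147 for C and -0.249 for CK. A difference between libraries that follows transcript length may therefore explain part of the K over WT differences in GC B cells, the lower Crebbp and Kmt2d counts included. With 1 library per genotype, an effect of genotype shared by these cell types was not tested.

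T-like cells made up between 23.0% and 29.7% of barcodes with less than 8% mitochondrial UMIs despite the B220+IgD- sort. Doublets of a T cell and a B cell would carry Cd79a and Cd79b at about 50% of the level of B cells. The highest level in T-like cells was 3.67% of that in non-GC B-like cells of the same library, which argues against doublets as the source of these clusters. No biological explanation was tested.

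Gm47283, which the annotation places on chromosome Y, had log2 ratios of CK over WT of -2.04 in centroblasts, -2.18 in centrocytes, -2.20 in non-GC B-like cells and -2.24 in T-like cells. Over the same classes the ratios ran from -1.99 to -1.54 in C and from -1.76 to -1.14 in K, so WT was the highest library in each.

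The libraries held 8071 in WT, 9981 in C, 8105 in K and 12852 in CK barcodes, of which 4756 in WT, 7597 in C, 5984 in K and 9840 in CK lay below both limits of the annotation. The barcodes of every library exceed the number of cells per sample that the study aimed for, and in CK those below both limits exceed it as well.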
